A study of Mus musculus with 12 samples. Its data were reported in "CRISPR and biochemical screens identify MAZ as a cofactor in CTCF-mediated insulation at Hox clusters" (2022).

How the data were processed

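Total RNA from WT and MAZ KO ESCs and from MNs derived from them was depleted of ribosomal RNA and sequenced. The study's methods give ESC medium with LIF, a MEK inhibitor and a GSK3 inhibitor. For differentiation, ESCs were made into embryoid bodies and patterned with 1 µM all-trans retinoic acid and 0.5 µM smoothened agonist. The labels name 2 cell lines, WT and MAZ KO, and 3 replicates for each of the 4 groups; the study's methods call biological replicates independent differentiations. The labels name 1 KO line, and a legend of the study gives 3 independent KO clones for expression at HoxA; whether the libraries used here come from 1 clone or several is not stated in the methods or labels of the RNA-seq. The p values measure the spread between cultures, and whether that includes a spread between clones is unknown. Groups and replicate numbers were taken from the labels of each library.

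The authors deposited a table of raw gene counts for each library, whole numbers of reads per gene symbol with no normalization. Reads were mapped to mm10. The submitters' processing notes name TopHat2 2.0.9, Bowtie2 2.1.0, featureCounts 1.6.2 and DESeq2, while the study's methods name another version of Bowtie2, so which one made the deposited counts is not settled. The gene annotation, the strand setting and the treatment of reads that map to several places are not given in the sources used here. Reads of overlapping genes, of antisense pairs and of near-identical copies may therefore be shared or lost, and such genes are uncertain. Each file held the same 23420 gene symbols, of which 19792 had at least 1 count in any library. By current or older symbol, 99.3% matched RefSeq genes of the mm10 assembly (GRCm38), from which chromosomes and coordinates were taken. Of 123 genes considered for the text, 45 have a span that overlaps another gene.

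Library totals ran from 14339033 to 22037478 counts. The precursor of ribosomal RNA, Rn45s, took between 3.79 and 6.80% of counts in ESCs and between 0.916 and 1.31% in MNs. Counting intervals and floors cover counting error only. No 2 files held identical values. A chi-square of the counts of each pair of replicates, divided by its degrees of freedom, was at least 2.25, so no pair agreed within sampling noise. It was highest for the pairs with WT ESC replicate 2 (23.5 and 21.2, against 3.97 for the pair without it). Among WT MNs the pairs with replicate 2 stood apart as well (8.44 and 10.2, against 3.80 for the pair without it).

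Genes were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, two-sided, after TMM scaling and filterByExpr, with Benjamini-Hochberg adjustment and a threshold of 0.05. KO was compared with WT in ESCs and in MNs, and WT MNs with WT ESCs, each on its own 6 libraries. The interaction of genotype and cell type was tested on all 12. The SE of a log2 fold change is its size divided by the square root of F. CPM values are counts scaled to the TMM-adjusted library size and are compared only within a fit. Gene lists were tested with camera of limma 3.58.1 on voom values, with a preset correlation of 0.01 between genes and, as an alternative, with the correlation estimated from the data; fry was run beside it. Lists with at least 3 tested genes were adjusted together within a comparison. Overlap of calls was tested with Fisher's exact test.

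The comparisons, tests, gene lists, the rule for named genes and the other settings to be tried were chosen before the data were examined. These other settings were size factors of DESeq2 (RLE), the Wald test of DESeq2 1.42.0, no filter on low counts, the replicate number as a block, all 12 libraries in 1 fit, leaving out each library in turn, and camera with an estimated correlation. Leaving out the genes of chromosomes 6, 8 and Y, leaving out Rn45s, the chromosome medians, the interaction of lists and the tests of explanations were chosen after the data were seen.

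The rule for named genes took Maz; every Hox gene called in a genotype comparison, with Hoxa5 and Hoxa7 in any case; the 10 genes with the largest rise and the 10 with the largest fall in each genotype comparison among called genes that average at least 1 CPM and do not overlap between groups, without predicted gene models; up to 4 called members per list with the smallest p; Mnx1, Shh, Hoxc10, Hoxd13, Pou5f1, Nanog, Ctcf, Rad21 and Myc, which the study's text names; and the 10 interaction genes with the smallest p. The text gives values for part of the genes the rule takes. The members of the hedgehog target list, the X-linked homologues Ddx3x, Eif2s3x and Kdm5c, and the transcripts of imprinted loci were chosen after the data were seen.

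Chromosome medians were taken over tested genes with an average log2 CPM of at least 3, and bins were 10 Mb wide with at least 20 genes.

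Each test was also tested on simulated data, with counts drawn from the means and library sizes of the real libraries with seeded genes changed. Of the changed genes, the test of ESCs (13370 genes) recovered 79.1, 89.6 and 97.0% at folds of 1.5, 2 and 4. The test of MNs (13801 genes) recovered 79.1, 85.1 and 100.0%, the interaction (15070 genes) 46.3, 70.1 and 80.3%, and the test of WT cell types (14604 genes) 77.6, 88.1 and 100.0%. False calls made up 11.3, 5.77, 4.61 and 10.5% of the calls in the 4 tests. A planted list of 20 genes at a fold of 1.5 was found in each comparison. Of the other lists, 1 of 42 was called as well in the simulation of MNs and none in the others. Means and library sizes alone do not reproduce a correlation between the genes of a list. In the real data it was estimated at 0.262 for ribosomal proteins in ESCs and 0.512 for floor plate genes in MNs. For other lists it was near or below 0. The simulation therefore gives no rate of false calls for correlated lists.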

Results

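RNA was sequenced from mouse E14 embryonic stem cells (ESCs) and from cervical motor neurons (MNs) differentiated from them, in a wild-type (WT) line and in a line with a CRISPR knockout (KO) of Maz. Maz encodes MAZ, a zinc finger protein that binds G-rich DNA. Both lines carry fluorescent reporters at Hoxa5 and Hoxa7, which lie on either side of a CTCF-bound chromatin boundary in the HoxA cluster. The 4 groups had 3 libraries each, 12 in all. Counts summed to between 14339033 and 16450545 per library in ESCs and between 16288751 and 22037478 in MNs. Levels are given as CPM, counts scaled to library size, with their SD, and log2 fold changes with their SE, over n = 3 libraries per group. Adjusted p values are from edgeR for genes and from camera for gene lists.

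The targeted gene itself was read first. Maz, on chromosome 7 (127021450 to 127027188, mm10), was lower in every KO library than in every WT library. In ESCs the WT libraries had 2843, 2672 and 2889 Maz counts and the KO libraries 1149, 1175 and 1190. In MNs the WT libraries had 4146, 3501 and 4071 counts and the KO libraries 1664, 1580 and 1460. The Maz transcript thus stood at 43.1% of its WT level in KO ESCs (181 ± 7.84 to 77.95 ± 4.22 CPM, log2 fold change -1.22 ± 0.07, adjusted p = 3.32e-07) and at 46.4% in KO MNs (196.4 ± 16.8 to 91.18 ± 1.91 CPM, -1.11 ± 0.06, adjusted p = 3.30e-09). Counts of RNA give no measure of the protein, and the Maz span overlaps that of Prrt2. The study reports that it checked the knockout by genotyping, sequencing and western blot. It also reports that the signal of MAZ on chromatin was lost in KO cells.

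**Figure D1:**
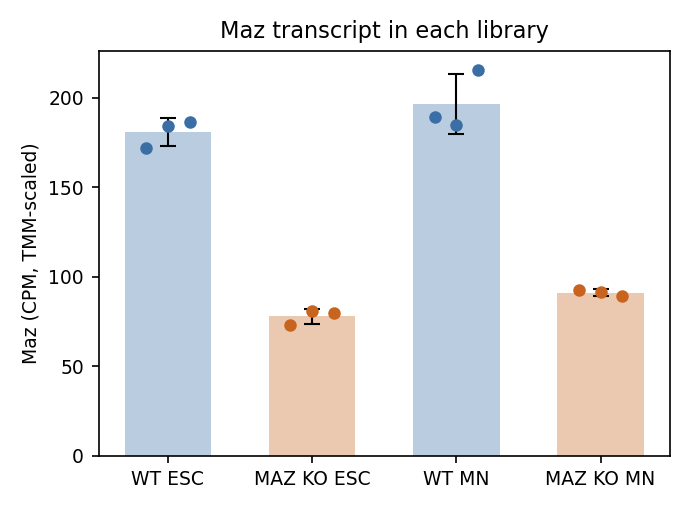
Maz transcript in each library, in CPM scaled by TMM. Bars show the mean of 3 libraries, error bars the SD and points the libraries; every KO library lies below every WT library of its cell type.

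The comparison of WT MNs with WT ESCs shows which genes the differentiation itself turned on or off, as a background for the KO. Anterior Hox genes, which set the cervical identity of these neurons, rose from near the floor: Hoxa5 went from 0.187 ± 0.050 to 214 ± 18.4 CPM and Hoxc4 from 1.53 ± 0.21 to 122 ± 4.15 CPM. Slc18a3, the vesicular acetylcholine transporter, rose from 0.185 ± 0.080 to 183 ± 20.9 CPM, and Isl1, a transcription factor of postmitotic MNs, from 0.437 ± 0.060 to 146 ± 13.6 CPM. The pluripotency factor Esrrb fell from 682 ± 6.64 to 1.36 ± 0.16 CPM, and the growth factor co-receptor Tdgf1 from 559 ± 24.8 to 0.153 ± 0.051 CPM. The adjusted p of each of these genes was at most 1.63e-14.

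Of 14604 genes tested, 12776 differed between the WT cell types, 6521 higher and 6255 lower in MNs. All 14 tested genes of the Hox1-5 list, all 20 of the postmitotic MN list and all 25 pan-neuronal genes were higher, whether adjusted over all genes or adjusted over the list alone. Among them were the MN guidance gene Slit2 (7.30 ± 0.15 to 994 ± 7.15 CPM) and the neurofilament gene Nefl (23.1 ± 2.20 to 2107 ± 91.3 CPM). All 10 tested floor plate genes rose too, with Shh, the hedgehog ligand of that tissue, going from 0.116 ± 0.041 to 112 ± 13.6 CPM. Of 10 tested Hox genes of groups 6 to 13, 7 were higher and 3 lower in WT MNs. That list was not called (camera adjusted p = 0.370, and adjusted p = 0.669 with an estimated correlation). Hoxb6 went from 0.048 ± 0.041 to 86.6 ± 7.06 CPM, while Hoxc13 went from 256 counts over the WT ESC libraries to 0 over the WT MN libraries. All 26 naive and general pluripotency genes, all 27 genes of the G2/M list and all 73 ribosomal protein genes were lower by both adjustments; Ccnb1, which drives entry into mitosis, fell from 507 ± 23.3 to 138 ± 3.07 CPM and Uhrf1, which keeps DNA methylation through replication, from 1112 ± 62.4 to 128 ± 8.98 CPM. Of 43 lists tested with camera, 23 were called. None was called with an estimated correlation, where the lowest adjusted p was 0.0795.

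In ESCs, where the comparison of KO with WT asks what loss of MAZ does before differentiation, several posterior Hox genes that are nearly silent in WT cells were higher in KO cells. Hoxd13, which patterns the distal limb and posterior trunk, rose 4.99-fold (0.483 ± 0.226 to 2.40 ± 0.55 CPM, log2 fold change 2.32 ± 0.35, adjusted p = 0.000646). Hoxc10 rose 3.23-fold (0.362 ± 0.155 to 1.196 ± 0.051 CPM, 1.69 ± 0.36, adjusted p = 0.00568). The imprinted gene Mest rose 4.18-fold to 237 ± 2.92 CPM, the Y-linked Eif2s3y 9.02-fold to 49.1 ± 1.74 CPM, and the mitophagy receptor Bnip3 fell to 6.26 ± 0.37 from 16.6 ± 1.64 CPM. Of the core pluripotency factors, Nanog did not pass the test (471.5 ± 8.33 and 489 ± 10.1 CPM, adjusted p = 0.516), and Pou5f1 fell by 0.27 ± 0.08 on the log2 scale (1171 ± 158 to 974 ± 26.6 CPM, adjusted p = 0.0329). The Pou5f1 call was lost without WT replicate 3, without any 1 of the KO replicates, and without the genes of chromosomes 6, 8 and Y.

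Of 13370 genes tested in ESCs, 3093 were called at an adjusted p under 0.05, 1667 higher and 1426 lower in KO; 177 were at least 2-fold higher and 69 at least 2-fold lower. The KO and WT libraries did not overlap in 3062 of the called genes and in 40.9% of all tested genes, where chance gives 10%. Leaving out WT replicate 3, or KO replicate 1, 2 or 3, lowered the number of calls to 2029, 1665, 1785 and 1728. The majority of higher genes held on leaving out any 1 library. It turned with DESeq2 (1268 higher and 1328 lower), with all 12 libraries in 1 fit (1812 and 1914) and with no filter on low counts (1646 and 1652). Outside chromosomes 6, 8 and Y, where most genes were higher in KO, 1019 genes were higher and 1398 lower; when the genes of those chromosomes were left out of the fit, 1023 were higher and 1109 lower.

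Among Hox genes of groups 6 to 13, the posterior groups, 8 were abundant enough to test in ESCs; 5 were higher and 3 not called, over all genes and adjusted over the list alone (camera adjusted p = 0.00712). With an estimated correlation the list's adjusted p = 0.273. Besides Hoxd13 and Hoxc10 these were Hoxb9 (3.00 ± 0.31 to 5.49 ± 1.09 CPM, adjusted p = 0.00521), Hoxd9 (4 counts over the WT libraries and 43 over the KO libraries) and Hoxd8. For Hoxd8, 2 counts in WT and 38 in KO give a ratio of 19.6, with a 95% counting interval of 5.06 to 167. Of the 3 tested Hox1-5 genes 1, Hoxc5, was called higher (17 and 42 counts), a call lost on leaving out WT replicate 1 or 3 or any 1 of the KO replicates. Among the Hox1-5 genes too low to test, Hoxd4 had 5 counts over the WT libraries and 40 over the KO libraries. Hoxd3 had 2 and 9, while others did not rise, such as Hoxb3 (4 and 4) and Hoxb5 (2 and 1). The counts thus do not show a rise confined to the posterior groups.

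Germline and 2-cell-like genes, which mark states that ESCs can enter at low frequency, were shifted upward. Of 17 germline genes 11 were higher and 1 lower (12 and 2 adjusted over the list alone, camera adjusted p = 0.000642, and adjusted p = 0.273 with an estimated correlation). Dazl, an RNA-binding protein of germ cells, rose 2.29-fold (10.3 ± 2.43 to 23.7 ± 2.24 CPM), and Piwil2, which binds piRNAs, 1.77-fold. Of 11 genes of the 2-cell-like list 5 were higher and none lower (8 and none adjusted over the list alone, camera adjusted p = 0.00139, and adjusted p = 0.273 with an estimated correlation), with Zscan4a at 5.61 ± 0.58 against 2.84 ± 0.23 CPM and Tcstv3 at 3.18 ± 0.48 against 1.10 ± 0.18 CPM. Both of the last belong to families of near-identical copies, so their counts are uncertain. Of 13 immediate early genes 3 were higher, also when adjusted over the list alone (camera adjusted p = 0.0247, and adjusted p = 0.273 with an estimated correlation), among them Egr1 (0.365 ± 0.132 to 1.69 ± 0.23 CPM) and Klf6 (31.7 ± 0.96 to 45.8 ± 1.83 CPM). The immediate early list was lost without WT replicate 1 and with no filter on low counts.

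Genes of translation and of glycolysis were lower. Of 73 ribosomal protein genes 46 fell and none rose (53 and 1 adjusted over the list alone), by small amounts such as 0.42 ± 0.06 on the log2 scale for Rpl35a (639 ± 30.0 to 478 ± 3.46 CPM); the camera adjusted p was 4.25e-15, and adjusted p = 0.391 with an estimated correlation. Of 26 genes of glycolysis and the hypoxia response 15 fell and 1 rose, by both adjustments (camera adjusted p = 1.28e-05, and adjusted p = 0.540 with an estimated correlation). They included Vegfa, the endothelial growth factor (16.5 ± 1.64 to 7.01 ± 0.53 CPM), and the glycolytic enzymes Aldoa (1465 ± 169 to 854 ± 19.6 CPM) and Tpi1 (286 ± 29.7 to 177 ± 2.47 CPM). The naive and general pluripotency list was not called (adjusted p = 0.153), though 8 of its 26 genes were lower and 4 higher (10 and 4 adjusted over the list alone). Nr0b1, a nuclear receptor of the naive network, went from 108 ± 8.44 to 67.8 ± 2.72 CPM and Dppa5a from 1463 ± 326 to 886 ± 37.1 CPM. Without the KO replicate 1, without the WT replicate 2, or with no filter, this list was called lower.

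Genes of other kinds changed as well. Rhox5, an X-linked homeobox gene, rose 5.04-fold to 11.9 ± 1.55 CPM (adjusted p = 1.41e-06). Spry4 and Dusp6, feedback inhibitors of the ERK pathway, rose 2.13-fold and 1.78-fold. Notum, a Wnt antagonist that is itself a Wnt target, fell 2.58-fold (50.8 ± 7.95 to 19.6 ± 0.40 CPM). The ESC medium held inhibitors of MEK and GSK3. Whether WT and KO cultures were exposed to them alike was not tested. The changes in Spry4, Dusp6 and Notum therefore cannot be assigned to loss of MAZ alone. Cd200r3 had 92 counts over the WT libraries and none over the KO libraries, at least 29.8-fold lower against a floor of 3 counts over the group. Among architectural genes Ctcf, on chromosome 8, rose 1.33-fold (213 ± 5.15 to 284 ± 1.46 CPM, adjusted p = 0.00036), and Stag3, a meiotic cohesin subunit, 1.57-fold; the cohesin subunit Rad21 did not pass the test (adjusted p = 0.411). The CTCF and cohesin list as a whole, with 4 genes higher and 3 lower of 22 (5 and 3 adjusted over the list alone), was not called (adjusted p = 0.349).

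In MNs the comparison of KO with WT asks whether loss of MAZ changes the expression of anterior and posterior Hox genes. Hoxa7, past the HoxA boundary, rose 9.96-fold, from 0.741 ± 0.423 to 7.27 ± 1.37 CPM (43 and 373 counts, log2 fold change 3.32 ± 0.27, adjusted p = 4.76e-07). Hoxb9 rose 3.75-fold (8.37 ± 3.13 to 31.1 ± 3.94 CPM, 1.91 ± 0.17, adjusted p = 9.33e-07) and Hoxa6 2.46-fold (2.12 ± 0.22 to 5.23 ± 1.06 CPM, adjusted p = 0.000135). Among anterior genes Hoxc5 fell by 0.59 ± 0.06 on the log2 scale (138 ± 6.07 to 92.1 ± 4.85 CPM, adjusted p = 4.98e-06) and Hoxb4 fell by 0.55 ± 0.06 (87.7 ± 3.65 to 60.1 ± 3.19 CPM, adjusted p = 1.21e-05). Shh was lower as well, at 68.8 ± 17.8 against 122 ± 14.2 CPM (-0.82 ± 0.12, adjusted p = 0.000188).

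Of 24 Hox6-13 genes 8 were tested in MNs, and the 16 others had at most 7 counts in any library. Of the 8, 5 were higher, 1 was lower and 2 not called (7 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.000374, and adjusted p = 0.274 with an estimated correlation); outside chromosome 6, 3 of 6 were higher and 1 lower. Hoxd8 rose 2.53-fold (1.23 ± 0.39 to 3.07 ± 1.34 CPM), a call lost without KO replicate 2. Hoxc6 rose 1.54-fold (adjusted p = 0.032), a call lost without WT replicate 1 or KO replicate 1 or 2, with all 12 libraries in the fit, and with DESeq2. Hoxb6 was the member that fell (94.2 ± 7.07 to 75.5 ± 5.02 CPM). Of 14 Hox1-5 genes 7 fell and none rose (9 and none adjusted over the list alone, camera adjusted p = 1.69e-06, and adjusted p = 0.274 with an estimated correlation). Beside Hoxc5 and Hoxb4 these were Hoxb5, Hoxd3, Hoxc4, Hoxb3 and Hoxa5, the last by 0.25 ± 0.07 on the log2 scale (233 ± 18.5 to 196 ± 17.0 CPM, adjusted p = 0.0181), a call lost without WT replicate 1 or 3 or KO replicate 3. For both Hox lists in MNs, a split that mixed WT and KO libraries gave a smaller unadjusted camera p than the real split. It was 2.07e-05 against 0.000116 for Hox6-13, and 2.04e-07 against 2.82e-07 for Hox1-5. The camera p of these lists therefore does not set the genotype split apart. MAZ was picked by the study in part from screens for cells that turn on the Hoxa7 reporter beside that of Hoxa5, so the direction of Hoxa7 is no independent evidence. Several Hox spans overlap antisense or neighbouring genes, and the strand setting of the counting is not given in the sources used here.

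**Figure D2:**
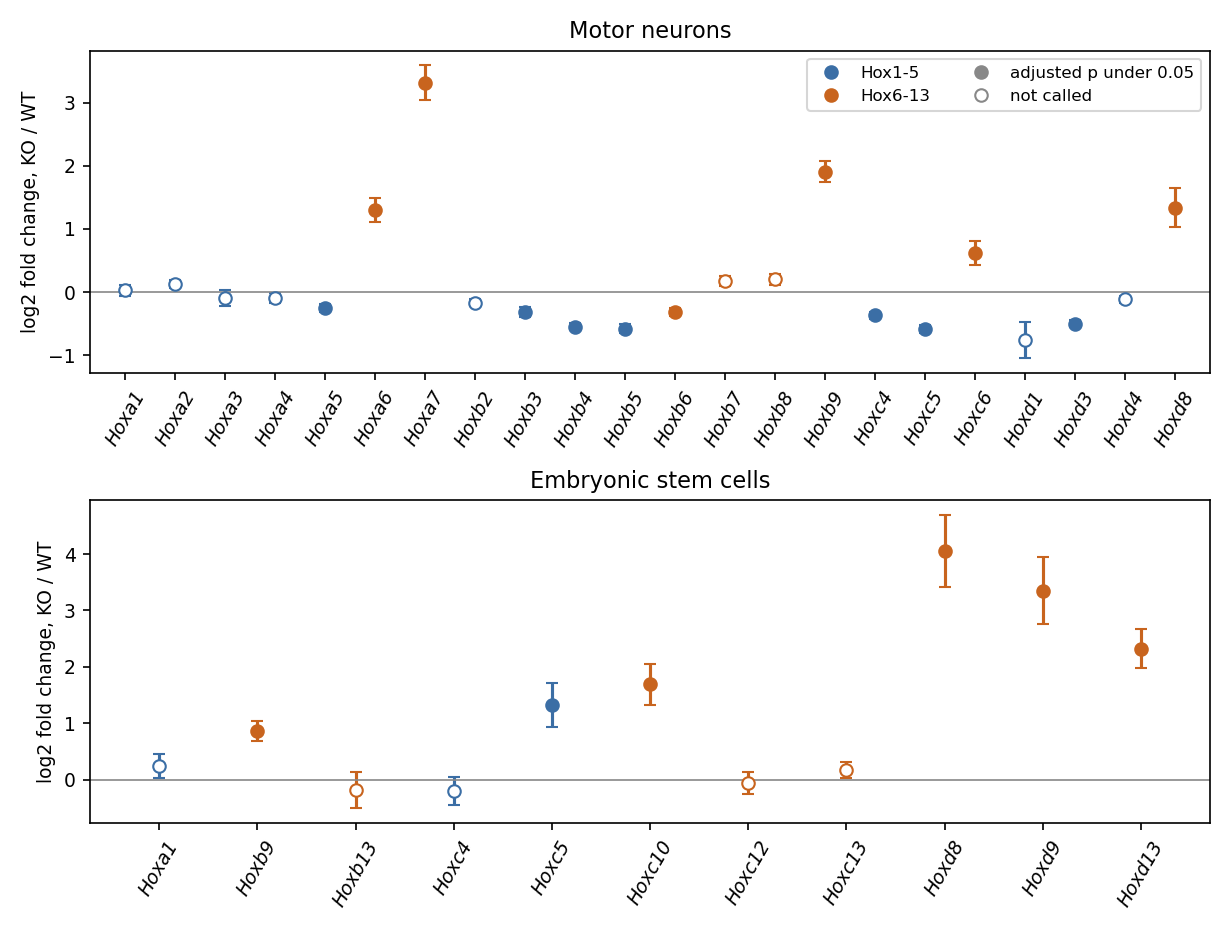
Log2 fold change, KO against WT, of each Hox gene tested in MNs (top) and ESCs (bottom), in cluster order, with its SE from 3 libraries per group. Filled points passed the test at an adjusted p under 0.05; in MNs the filled genes of groups 1 to 5 lie below 0, and those of groups 6 to 13 above 0 except Hoxb6.

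Of 13801 genes tested in MNs 2309 were called, 1344 higher and 965 lower in KO, with 159 at least 2-fold higher and 62 at least 2-fold lower. The libraries did not overlap in 33.7% of the tested genes, where chance gives 10%. Outside chromosomes 6, 8 and Y, 640 genes were higher and 947 lower; when the genes of those chromosomes were left out of the fit, 1356 genes were called, 681 higher and 675 lower. Without WT replicate 1 the number of lower genes was 605.

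Several imprinted genes, which are expressed from a single parental allele, changed strongly in MNs. Grb10, an adaptor of insulin signalling, fell 9.07-fold (1779 ± 27.8 to 196 ± 2.1 CPM, -3.18 ± 0.05, adjusted p = 9.28e-17). The maternally expressed RNA H19 rose 16.2-fold (42.0 ± 3.62 to 680 ± 45.8 CPM), Peg13 44.4-fold (2.13 ± 0.40 to 94.6 ± 5.15 CPM) and Nnat 4.28-fold (390 ± 12.9 to 1669 ± 81.5 CPM). Of 42 imprinted genes 16 were higher and 7 lower (18 and 9 adjusted over the list alone, camera adjusted p = 0.000307, and adjusted p = 0.274 with an estimated correlation). In ESCs 18 of 38 were higher and 7 lower (19 and 10 adjusted over the list alone, camera adjusted p = 0.0247, and adjusted p = 0.273 with an estimated correlation); without the genes of chromosomes 6, 8 and Y the list was not called there.

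Floor plate genes fell together. Of 10 tested, 8 fell and 1 rose by both adjustments (camera adjusted p = 4.85e-07, and adjusted p = 0.274 with an estimated correlation), among them Shh, Foxa2, its upstream transcription factor (74.8 ± 9.997 to 44.7 ± 9.32 CPM), Sulf1, a heparan sulfate sulfatase (370 ± 35.9 to 196 ± 34.5 CPM), and the secreted guidance protein Spon1 (597 ± 64.3 to 377 ± 70.5 CPM). Endoderm genes, some of which floor plate cells also express, fell in 6 of 15 and rose in none (10 and none adjusted over the list alone, camera adjusted p = 7.97e-05, and adjusted p = 0.289 with an estimated correlation). Genes of ventral interneurons and of the p3 domain, which borders the floor plate, were higher in 7 of 12 and lower in none (8 and none adjusted over the list alone, camera adjusted p = 0.00063, and adjusted p = 0.274 with an estimated correlation), with Gata2 at 1.88 ± 0.40 against 0.734 ± 0.190 CPM and Tal1 at 1.92 ± 0.19 against 0.855 ± 0.086 CPM. The hedgehog target list was not called, with 4 of 11 genes higher and 2 lower (5 and 4 adjusted over the list alone, adjusted p = 0.953).

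MN identity genes went both ways. Of 20 postmitotic MN genes 6 rose and 5 fell (7 and 6 adjusted over the list alone), and the list was not called (adjusted p = 0.861); of 9 MN progenitor genes 2 rose and 2 fell, by both adjustments (adjusted p = 0.833). Slc5a7, the choline transporter, rose 1.95-fold (19.12 ± 1.01 to 37.4 ± 5.63 CPM) and Lhx3, a factor that specifies MNs, 1.72-fold, while Ache, acetylcholinesterase, fell 1.504-fold and Aldh1a2, which makes retinoic acid, 1.39-fold. Mnx1, which encodes the MN factor Hb9, was 1.18-fold higher (64.8 ± 5.10 to 76.5 ± 3.55 CPM, adjusted p = 0.0171), a call lost without WT replicate 1 or KO replicate 2 or 3 and with all 12 libraries in the fit.

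The neural progenitor and cell cycle lists were shifted upward and the pan-neuronal list downward. Except in the G2/M list, most members were not called when adjusted over all genes. Of 27 G2/M genes 15 rose and none fell (19 and none adjusted over the list alone, camera adjusted p = 1.28e-09, and adjusted p = 0.274 with an estimated correlation), as in Cenpf, a kinetochore protein (176 ± 12.9 to 231.5 ± 8.27 CPM). Of 28 S phase genes 10 rose and none fell (11 and none adjusted over the list alone, camera adjusted p = 5.63e-07, and adjusted p = 0.289 with an estimated correlation), with 6 higher of the 24 outside chromosomes 6, 8 and Y, as in Rrm2, a subunit of ribonucleotide reductase (96.4 ± 3.999 to 128 ± 2.27 CPM). Replication-dependent histone genes, whose near-identical copies make single genes uncertain, rose in 7 of 34 and fell in 1 (10 and 1 adjusted over the list alone, camera adjusted p = 1.90e-05, and adjusted p = 0.572 with an estimated correlation). Of 21 neural progenitor and Notch genes 7 rose and 1 fell (11 and 1 adjusted over the list alone, camera adjusted p = 0.00398, and adjusted p = 0.274 with an estimated correlation), led by the Notch target Hes5 (27.0 ± 2.93 to 48.4 ± 4.88 CPM). Of 25 pan-neuronal genes 8 fell and 1 rose (14 and 1 adjusted over the list alone, camera adjusted p = 7.97e-05, and adjusted p = 0.351 with an estimated correlation), as in Elavl4, a neuronal RNA-binding protein (332 ± 16.1 to 267 ± 6.97 CPM), and Stmn3, a microtubule regulator (332 ± 19.96 to 227.5 ± 4.89 CPM).

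Of 24 p53 target genes 12 rose and 1 fell (17 and 1 adjusted over the list alone, camera adjusted p = 4.85e-07, and adjusted p = 0.274 with an estimated correlation), with the receptor gene Eda2r at 50.0 ± 4.55 against 26.7 ± 4.72 CPM and the antiproliferative gene Btg2 at 133 ± 2.64 against 93.5 ± 3.64 CPM. Cholesterol synthesis genes fell in 17 of 25 and rose in 1 (19 and 1 adjusted over the list alone, camera adjusted p = 7.82e-10, and adjusted p = 0.274 with an estimated correlation), with Insig1, a sterol-regulated protein of the endoplasmic reticulum, at 148 ± 10.8 against 195 ± 3.52 CPM. Of 4 trophoblast genes all 4 rose by both adjustments (camera adjusted p = 7.43e-05, and adjusted p = 0.274 with an estimated correlation), among them the epithelial keratins Krt7, Krt8 and Krt18; the calls of Krt8 and Krt18 were lost with DESeq2. Of 4 endothelial and blood genes 2 rose (3 adjusted over the list alone, camera adjusted p = 0.0258, and adjusted p = 0.274 with an estimated correlation), Pecam1 and Cdh5, from 0.331 ± 0.074 to 1.69 ± 0.29 and from 0.210 ± 0.137 to 1.42 ± 0.43 CPM. Cdh5 lies on chromosome 8, and the list was not called without the genes of chromosomes 6, 8 and Y. Of 9 germline genes 3 rose and none fell by both adjustments (camera adjusted p = 0.0229, and adjusted p = 0.289 with an estimated correlation); Rec8, a meiotic cohesin subunit, went from 41.8 ± 6.87 to 72.5 ± 6.17 CPM.

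Of 21 genes of the CTCF and cohesin list 4 rose and 1 fell in MNs, by both adjustments (camera adjusted p = 0.0488, and adjusted p = 0.372 with an estimated correlation). Of 18 Trithorax genes 3 rose, by both adjustments (camera adjusted p = 0.0458, and adjusted p = 0.423 with an estimated correlation). The first list was lost in 7 of 11 other settings and the second in 4. Ctcf rose 1.16-fold (151 ± 7.04 to 176 ± 4.43 CPM, adjusted p = 0.00943), less than the median gene of its chromosome 8 (1.24-fold), and Rad21 did not pass the test (adjusted p = 0.628). Nor did Myc (adjusted p = 0.217) or Nanog, at 0.731 ± 0.329 and 0.767 ± 0.356 CPM (adjusted p = 0.934).

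**Figure D3:**
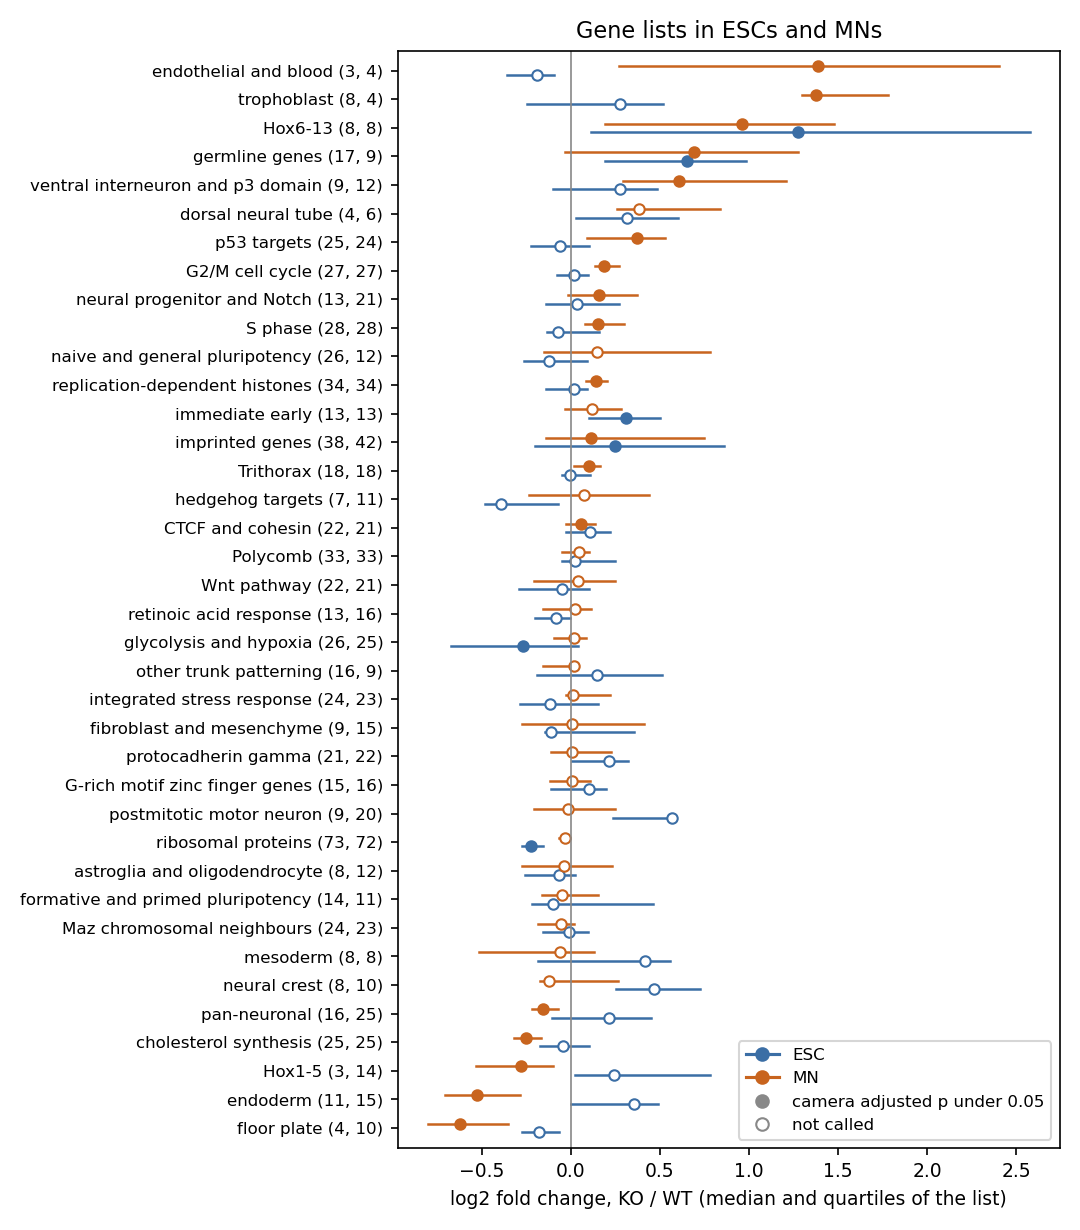
Median log2 fold change, KO against WT, of each fixed gene list in ESCs and in MNs, with quartiles over its genes and the number of genes tested in parentheses. Filled points are lists called by camera with the preset correlation; the floor plate list in MNs has a median of -0.62.

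The interaction of genotype and cell type asks which KO effects differed between MNs and ESCs. Grb10 was the clearest case: it fell by 0.84 on the log2 scale in ESCs and by 3.18 in MNs, a difference of -2.33 ± 0.08 (adjusted p = 3.15e-13). Klhl13, an X-linked adaptor of a ubiquitin ligase, rose by 1.45 on the log2 scale in ESCs and was not called in MNs, with a difference of -1.58 ± 0.10 (adjusted p = 1.09e-08), and Mest rose more in ESCs than in MNs (-1.06 ± 0.09). Tbx20, a factor of cranial visceral MNs, and Smug1, a DNA glycosylase, went opposite ways: Tbx20 rose by 0.83 in ESCs and fell by 1.02 in MNs, with a difference of -1.84 ± 0.16. Mageb16, an X-linked gene of the MAGE family, rose more in MNs (difference 3.32 ± 0.31).

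Of 15070 genes tested 1637 had an effect that differed between the cell types, 878 more positive and 759 more negative in MNs. With no filter on low counts the majority turned, with 818 more positive and 968 more negative. It turned as well on leaving out any 1 MN library, as without KO MN replicate 2 (692 and 791), and held under the other settings run. The Hoxb9 rise was larger in MNs (difference 1.06 ± 0.31, adjusted p = 0.0355), and Hoxc5 went up in ESCs and down in MNs (-1.90 ± 0.34, adjusted p = 0.00116). Hoxb9 was the only 1 of 15 Hox6-13 genes tested to pass, and the list was not called (camera adjusted p = 0.599, and adjusted p = 0.739 with an estimated correlation). Of these genes only Hoxb9 and Hoxd8 were abundant enough to test within both cell types. The others were too low in at least 1 cell type to show a difference, so the uncalled list decides nothing. Leaving out WT MN replicate 1, KO MN replicate 3 or KO ESC replicate 1 lowered the number of genes to 986, 1009 and 1048. Tested as lists, a step chosen after the data were seen, 10 of 43 differed between the cell types, and none with an estimated correlation, where the lowest adjusted p was 0.395. The p53 targets were more positive in MNs (13 of 25 genes more positive and 2 more negative, camera adjusted p = 7.09e-08, and adjusted p = 0.395 with an estimated correlation), as were glycolysis and hypoxia genes (12 and none of 26, camera adjusted p = 2.26e-08, and adjusted p = 0.463 with an estimated correlation). Cholesterol synthesis genes were more negative (6 of 25, camera adjusted p = 0.00162, and adjusted p = 0.496 with an estimated correlation), and so were Hox1-5 genes (2 of 14, camera adjusted p = 0.00217, and adjusted p = 0.496 with an estimated correlation). Of 15 Hox1-5 genes only 3 were abundant enough to test in ESCs, and the 12 others had at most 17 counts in any library there. Most of the list thus lacks a usable ESC effect, so its test does not decide whether the effects differ.

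Whether the same genes respond in both cell types was asked by overlap of the 2 sets of calls, which share no library. Of 12115 genes tested in both, 767 were called in both, against 459 expected (odds ratio 2.51, 95% interval 2.26 to 2.79, Fisher's exact test, two-sided, p = 1.23e-65). Of these, 499 were higher in both, such as the long noncoding H19 and the Y-linked Ddx3y; 139 were lower in both, such as Maz and Grb10; and 129 went opposite ways, such as Smug1. Outside chromosomes 6, 8 and Y 343 genes were shared, against 256.5 expected (odds ratio 1.55, Fisher's exact p = 4.72e-10), with 83 higher in both, 139 lower in both and 121 opposite.

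Genes of chromosomes 6 and 8 were higher in KO cells, with a median above 0 in each 10 Mb bin that held at least 20 genes (21 bins in ESCs and 22 in MNs). The median log2 fold change of chromosome 6 was 0.28 in ESCs and 0.22 in MNs, and that of chromosome 8 was 0.29 and 0.31, or folds of 1.22, 1.16, 1.22 and 1.24. On chromosome 8, 91.3% of genes in ESCs and 95.7% in MNs lay above 0, and on chromosome 6 88.5% and 90.1%. The other 18 chromosomes that hold enough genes had medians between -0.12 and 0.05 in ESCs and between -0.05 and -0.01 in MNs. Their 10 Mb bins ran from -0.27 to 0.2 in ESCs and from -0.25 to 0.14 in MNs. The lowest bin in both cell types was 180 to 190 Mb of chromosome 2 (31 genes in ESCs and 37 in MNs). Stmn3 lies in that bin, and the cause of its lower median was not tested. Of the genes called higher, 38.6% in ESCs and 52.1% in MNs lie on chromosomes 6 and 8. Genes of chromosome 6 that the text names include Hoxa5, Hoxa6, Hoxa7, Mest, Gata2, Nanog, Tpi1, Ldhb and Ccdc136. Those of chromosome 8 include Ctcf, Cdh5, Gpt2 and Nxnl1. The fold of Hoxa7 is far above that of chromosome 6, and Hoxa5 fell against it.

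Most Y-linked genes tested were higher in KO cells of both kinds. All 3 genes of the Y-linked list tested in ESCs and all 4 tested in MNs rose by both adjustments (camera adjusted p = 1.23e-07 in ESCs, and adjusted p = 0.273 with an estimated correlation; camera adjusted p = 1.86e-10 in MNs, and adjusted p = 0.274 with an estimated correlation). Ddx3y, an RNA helicase, rose 7.06-fold in ESCs (12.2 ± 0.78 to 85.8 ± 8.62 CPM) and 5.33-fold in MNs (9.02 ± 1.14 to 48.3 ± 3.71 CPM), and Kdm5d, a histone demethylase, 11.9-fold in MNs (0.525 ± 0.275 to 6.45 ± 0.66 CPM). Uba1y, a Y-linked gene outside the list that was looked up after the data were seen, rose 2.61-fold in ESCs and was not called in MNs (adjusted p = 0.279). The X-linked homologue Ddx3x did not pass the test in either cell type (log2 fold change 0.17 ± 0.06 and -0.09 ± 0.05).

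**Figure D4:**
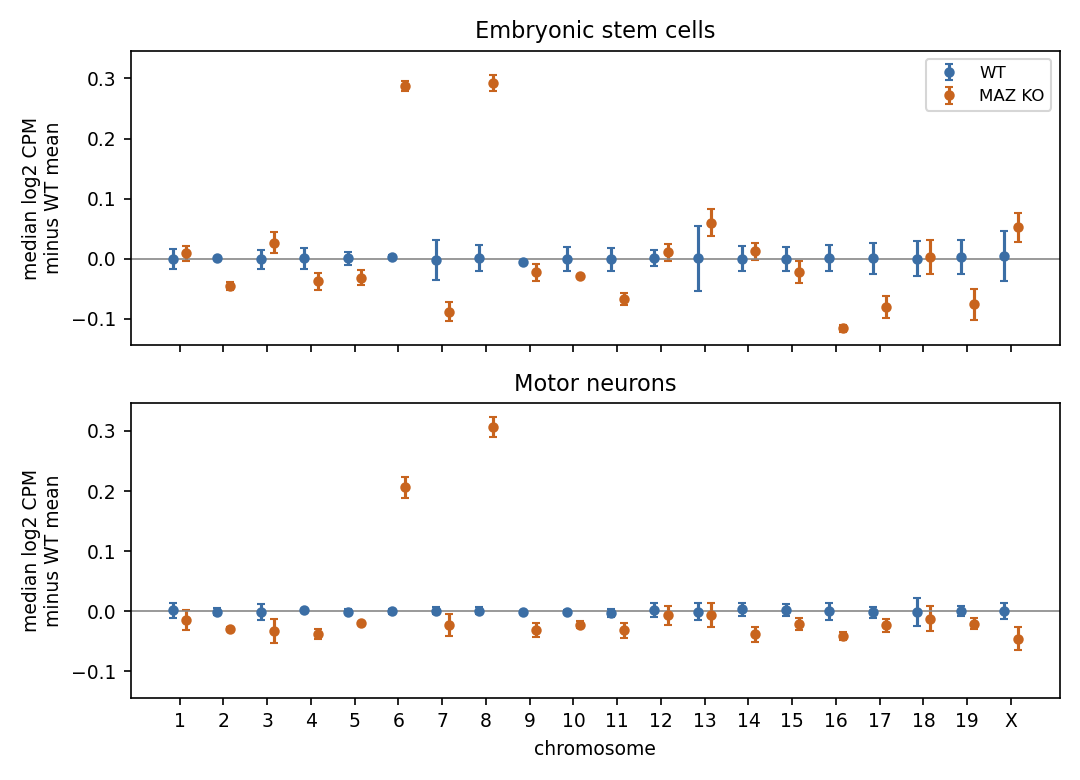
Median log2 CPM of the genes of each chromosome in KO libraries, relative to the mean of the WT libraries, which are centred on 0 by construction. Points are means of 3 libraries and error bars the SD; in ESCs the KO libraries lie between 0.279 and 0.296 on chromosome 6 and between 0.278 and 0.302 on chromosome 8.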

Values the study reported

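The study reported that loss of MAZ changed the expression of about 2,400 genes in ESCs and about 1,800 genes in MNs, at an adjusted p below 0.05 by the Wald test of DESeq2. Elsewhere it put the number at about 2,000 genes.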

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

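The tests of explanations in this part were chosen after the results were seen (tests, not predictions); the interaction test itself was planned. A named gene is given here where its KO effect differed between MNs and ESCs at an adjusted p under 0.05 by edgeR; 46 of 111 genes tested did.

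Genes that fell in KO ESCs and were not called in MNs had positive differences (MN minus ESC, log2): Aldoa 0.81, Bnip3 1.31, Tpi1 0.80, Ldhb 0.98, Ccdc136 1.32, Grin1 1.87, Zfp768 1.63, Dppa5a 1.67, Rpl35a 0.37 and Rps6 0.36. Vegfa (0.81) and Stmn3 (0.65) fell in both, more in ESCs. Prdm14 fell in ESCs and was too low to test in MNs, so its difference (3.61) rests on MN counts below the filter and is uncertain. Psrc1 (1.13) and Rec8 (1.43) fell in ESCs and rose in MNs. Genes that rose in MNs and were not called in ESCs were Btg2 (0.42), Cldn4 (3.59), Eda2r (0.86), Gata2 (1.46), Gpt2 (1.05), Gtse1 (0.60), Hist1h3g (0.36), Krt18 (1.26) and Pecam1 (2.32). Krt7 rose in MNs and was not tested in ESCs, so its difference (4.15) rests on ESC counts below the filter and is uncertain. Cbx7 (1.18), H19 (1.57), Hoxb9 (1.06), Mageb16 (3.32), Nxnl1 (3.60) and Peg13 (4.24) rose in both, more in MNs. In MNs, Nxnl1 had 2 counts in WT and 275 in KO, a ratio of 159 with a 95% counting interval of 43.7 to 1320.

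Genes with a negative difference included Dusp6 (-0.93), Egr1 (-1.95), Klf6 (-0.56), Klhl13 (-1.58) and Rhox5 (-2.15), which rose in ESCs and were not called in MNs, and Eif2s3y (-0.74), Mest (-1.06) and Uty (-0.91), which rose in both, less in MNs. Hoxc5 (-1.90), Smug1 (-1.22) and Tbx20 (-1.84) rose in ESCs and fell in MNs. Insig1 (-0.38) and Sparc (-0.66) fell in MNs and were not called in ESCs, and Grb10 (-2.33) and Sulf1 (-0.70) fell in both, more in MNs.

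Genes on chromosomes 6 and 8 were higher in KO cells. A scaling difference between libraries would raise other chromosomes alike, but the highest median of the other 18 chromosomes was 0.0498. An effect of MAZ on separate genes would leave most genes near 0, but the lowest 25th percentile of the 2 chromosomes was 0.121 in log2. All 43 bins of 10 Mb with at least 20 genes had a median above 0, as extra copies of both chromosomes in some KO cells would give, but on chromosome 8 in MNs the bin medians ran from 0.134 to 0.256 up to 80 Mb and from 0.360 to 0.410 beyond it (in ESCs from 0.214 to 0.381 and from 0.302 to 0.406), where a whole extra copy would raise both stretches alike if expression followed copy number. Extra copies of whole chromosomes or of parts stay open, since 3 copies in place of 2 in every cell would on that basis give 0.585, above the medians seen, and neither DNA, the share of cells nor dosage compensation was measured.

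Imprinted genes changed in both cell types of the KO line. The dose of chromosomes 6 and 8 cannot be the whole cause, since 19 called imprinted genes in MNs lie elsewhere. Of 13 tested transcripts outside the 2 chromosomes that are kept silent on a methylated allele, 9 were called in MNs and all 9 were higher, but the set was chosen after the data were seen and holds H19, Peg13 and Nnat, so this decides nothing. Loss of methylation marks in the KO line stays open, since DNA methylation was not analysed here. The labels name 1 KO line, and whether its libraries come from 1 clone or from the 3 that a legend of the study gives for expression at HoxA is not stated, so an effect of MAZ itself and another difference between the 2 lines cannot be told apart.

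Shh was lower in KO MNs. A change confined to Shh would leave other floor plate genes in place, but 7 of 9 others were lower. Whether those fell because Shh fell was not tested, so an effect that began at Shh stays open. Lower hedgehog signalling in the whole culture stays open, since its target genes went both ways, 4 of 11 higher, Gli1 among them (log2 fold change 0.56 ± 0.18, adjusted p = 0.0432), and 2 lower, with a median of 0.0731. A smaller share of floor plate cells in KO cultures stays open: that 8 of the 10 floor plate genes tested fell is the observation itself, and how many cells of each kind were in the cultures was not measured.

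Other splits of the same libraries were too few (10 per comparison) for a share under 0.05. In ESCs the real split called 3093 genes and the highest other 0; in MNs 2309 and 0; between WT cell types 12776 and 0. For the Hox6-13 list the unadjusted camera p was 0.00107 in ESCs, with the smallest other at 0.0249, and 0.000116 in MNs, with the smallest other at 2.07e-05; for the Hox1-5 list in MNs it was 2.82e-07, with the smallest other at 2.04e-07. Splits with a result as large, the real one included, numbered 1 for each count of genes and for the Hox6-13 list in ESCs, and 2 for each of the Hox lists in MNs. For both Hox lists in MNs a split that mixed WT and KO libraries thus gave a smaller p than the real one. The camera p of these lists does not set the genotype split apart. For the interaction, 60 of 200 relabellings of genotype within cell types were drawn; 1 gave as many genes, the real one, with 1637 against 1232 for the highest other. Relabelling also removes the genotype effects within each cell type, so it does not test the interaction apart from them, and whether chance can be excluded there stays open.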

How the results depend on the processing

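The tests without chromosomes 6, 8 and Y and without Rn45s, and the list counts under each setting, were chosen after the data were seen. The lower Maz level was called under every setting, with log2 fold changes between -1.26 and -1.18 in ESCs and between -1.15 and -1.04 in MNs on leaving out 1 library. Without the genes of chromosomes 6, 8 and Y, which removes tested genes, 1023 genes were higher in KO ESCs and 681 in KO MNs, with 1356 called in MNs in all. On leaving out 1 library the calls ranged from 1665 to 3806 in ESCs (905 to 1953 higher, 760 to 1853 lower), where the top came without WT replicate 2. They ranged from 1599 to 2557 in MNs (605 to 1170 lower) and from 986 to 2222 in the interaction (479 to 1138 more positive, 467 to 1084 more negative in MNs); fewer libraries lower the power, and why leaving out 1 raised it was not tested. With an estimated correlation no list was called in ESCs, MNs or WT MNs against WT ESCs (0 each). The adjusted p was 0.273 for the Hox6-13 list in ESCs and 0.274 for the Hox6-13 and Hox1-5 lists in MNs. The estimate was 0.266 and 0.336 for the lists in MNs. For the list in ESCs it was -0.0821, below the preset 0.01, and the unadjusted camera p still rose from 0.00107 to 0.0277. A higher correlation between genes is thus not the cause there, and what else raised the p was not tested. On leaving out 1 library with the preset correlation these 3 lists kept their direction and their call. By fry, every list that camera called in ESCs passed (adjusted p at most 0.022). In MNs the pan-neuronal (fry adjusted p = 0.0629), endoderm (0.0840), Trithorax (0.133) and replication-dependent histone (0.157) lists did not pass. The others that camera called in MNs did. Some lists that camera did not call passed by fry, such as naive and general pluripotency in ESCs (0.0131). Nanog in MNs, not called at 0.07, changed sign without WT replicate 1 (-0.15), WT replicate 3 (-0.05) or KO replicate 3 (-0.27), in a range from -0.27 to 0.48 over the libraries left out, at a level where few counts limit the precision; the cause was not tested.

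DESeq2 called 2596 genes in ESCs, 1948 in MNs, 1785 in the interaction and 13321 between WT cell types, each within 1.5 times of edgeR. Leaving out 1 library ended the call of 29 of 131 named genes in ESCs and 35 of 150 in MNs in at least 1 case, and DESeq2 that of 7 of 127 and 12 of 150. Correlations between same-numbered libraries were mixed (0.286, 0.175 and -0.005 in ESCs, 0.127, -0.101 and 0.088 in MNs, 0.288, 0.090 and -0.117 between WT cell types, and -0.044, -0.192 and 0.098 between KO cell types), so pairing by number was not established; with the replicate block 3621 genes were called in ESCs, 2303 in MNs, 1843 in the interaction and 12784 between WT cell types. The odds ratio of shared calls lay between 1.70 and 3.404 under the other settings run for it (1 fit of all 12 libraries was not among them); with the fit kept and only the calls on chromosomes 6, 8 and Y left out it was 1.55.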

Other observations

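The tests in this part were chosen after the data were seen. The transcripts of imprinted loci that are silent on their methylated allele were read 1 by 1. In MNs Kcnq1ot1, the antisense RNA that silences its neighbours on the paternal chromosome, rose by 0.81 ± 0.08 on the log2 scale, Impact by 0.79 ± 0.05, Plagl1 by 0.53 ± 0.10, Peg3 by 0.44 ± 0.07 and Zrsr1 by 0.49 ± 0.07, each with an adjusted p under the threshold by edgeR. In ESCs the same 5 rose by 0.55 ± 0.12, 0.77 ± 0.07, 0.88 ± 0.10, 0.59 ± 0.08 and 0.38 ± 0.09. Nespas rose in both, by 0.79 ± 0.10 in ESCs and 0.83 ± 0.11 in MNs. Meg3 did not pass the test in either cell type (adjusted p = 0.922 in ESCs and 0.981 in MNs), nor did Snrpn (0.30 ± 0.12, adjusted p = 0.0933), Mcts2 (0.14 ± 0.07, adjusted p = 0.234) or Airn (0.84 ± 0.39, adjusted p = 0.159) in MNs. In ESCs Mcts2 was higher (0.39 ± 0.09, adjusted p = 0.00663 by edgeR), and Snrpn and Airn were not tested. Outside chromosomes 6 and 8, 10 of 11 transcripts tested in ESCs were called, all 10 higher.

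Of the other genes of the hedgehog target list in KO MNs, Hhip, a feedback inhibitor, was higher by 0.60 ± 0.12 (adjusted p = 0.0021), Nkx2-9 by 0.59 ± 0.16 (adjusted p = 0.0174) and Nkx2-2, which marks the p3 domain next to the floor plate, by 0.32 ± 0.09 (adjusted p = 0.021), while Foxa2 was lower by 0.74 ± 0.11 (adjusted p = 0.000189) and Nkx6-1 by 0.27 ± 0.06 (adjusted p = 0.00585). Ptch1 did not pass the test (0.14 ± 0.06, adjusted p = 0.14), nor did Cntfr, Olig2 and Rab34. The X-linked homologues of the Y genes that rose were not called in either cell type by edgeR: Eif2s3x gave 0.06 ± 0.06 in ESCs and 0.01 ± 0.05 in MNs, and Kdm5c gave -0.09 ± 0.06 and 0.10 ± 0.05.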
